# Hepatocyte-specific mitogen-activated protein kinase phosphatase 1 in sexual dimorphism and susceptibility to alcohol induced liver injury

**DOI:** 10.3389/fimmu.2024.1316228

**Published:** 2024-02-01

**Authors:** Mary Nancy Walter, Diego Montoya-Durango, Walter Rodriguez, Yali Wang, JingWen Zhang, Julia H. Chariker, Eric C. Rouchka, Claudio Maldonado, Anton Bennett, Craig James McClain, Shirish Barve, Leila Gobejishvili

**Keywords:** MKP1, alcohol-associated liver disease, sexual dimorphism, inflammation, metabolism

## Abstract

**Background:**

It is well established that females are more susceptible to the toxic effects of alcohol, although the exact mechanisms are still poorly understood. Previous studies noted that alcohol reduces the expression of mitogen-activated protein kinase phosphatase 1 (MKP1), a negative regulator of mitogen-activated protein kinases (MAPK) in the liver. However, the role of hepatocyte- specific MKP1 in the pathogenesis of alcohol-associated liver disease (ALD) remains uncharacterized. This study aimed to evaluate the role of hepatocyte-specific MKP1 in the susceptibility and sexual dimorphism in alcohol-induced liver injury.

**Methods:**

C57Bl/6 mice were used in an intragastric ethanol feeding model of alcohol-associated steatohepatitis (ASH). Hepatocyte-specific *Mkp1^-/-^* knockout and (*Mkp1^+/+^* “f/f” male and female mice were subjected to the NIAAA chronic plus binge model. Primary mouse hepatocytes were used for *in vitro* studies. Liver RNA sequencing was performed on an Illumina NextSeq 500. Liver injury was evaluated by plasma alanine transaminase (ALT), hepatic ER stress and inflammation markers. Statistical analysis was carried out using ANOVA and the unpaired Student’s t-test.

**Results:**

ASH was associated with the severe injury accompanied by increased endoplasmic reticulum (ER) stress and significant downregulation of *Dusp1* mRNA expression. *In vitro*, ethanol treatment resulted in a time-dependent decrease in *Dusp1* mRNA and protein expression in primary hepatocytes in both males and females; however, this effect was significantly more pronounced in hepatocytes from females. *In vivo*, female mice developed more liver injury in a chronic plus binge model which was accompanied by a significant decrease in liver *Dusp1* mRNA expression. In comparison, liver *Dusp1* was not changed in male mice, while they developed milder injury to alcohol. *Mkp1* deletion in hepatocytes led to increased alcohol induced liver injury, ER stress and inflammation in both sexes.

**Conclusion:**

Hepatocyte Mkp1 plays a significant role in alcohol induced liver injury. Alcohol downregulates Mkp1 expression in hepatocytes in a sex dependent manner and could play a role in sexual dimorphism in increased female susceptibility to alcohol.

## Introduction

Alcohol-associated liver disease (ALD) is a significant health problem in the United States and worldwide (1–3). ALD is a multifactorial disease that manifests as alcohol-associated fatty liver, steatohepatitis, and fibrosis/cirrhosis (4). Patients with ALD and cirrhosis develop acute alcohol-associated hepatitis (AH), which has the highest mortality (5, 6). Despite extensive research and clinical trials, there is no FDA-approved therapy for any stage of ALD(7–9). Previous research has shown that c-Jun N-terminal kinase (JNK) plays a significant role in hepatocyte death (10–12). Specifically, sustained activation of JNK has been shown to be detrimental for hepatocyte survival (12, 13). Notably, the pathogenic role of prolonged JNK activation has been described in various liver pathologies including nonalcoholic and alcohol-associated liver diseases (12, 13). Due to its significant role in hepatocyte injury, it has been proposed that targeting the signaling pathways leading to prolonged JNK activation is an important strategy in treating acute and chronic liver disease (12, 13). In several *in vivo* models of ALD, increased and sustained activation of JNK has been demonstrated to contribute to liver injury (12, 14, 15). The crucial role of JNK1 and 2 in ALD has been confirmed by using pharmacological and genetic approaches in animal models (16, 17).

Mitogen-activated protein kinase phosphatase 1 (MKP1, gene name *Dusp1*), the archetypal member of the dual-specificity phosphatases, has been identified as a negative regulator of both JNK and p38 MAPK through dephosphorylation (18–20). Previous investigations have suggested that an ethanol-mediated increase in oxidative stress and proteasomal degradation of MKP1 protein leads to JNK-mediated apoptosis of hepatocytes after acute exposure to ethanol (21). Later studies by Cederbaum’s group suggested that decreased MKP1 protein levels in the liver contribute to sustained JNK activation and liver injury mediated by CYP2E1 and TNF toxicity (22). More recently, it was demonstrated that overexpression of MKP1 in the liver prevented alcohol-induced mitochondrial dysfunction, restored mitophagy, and attenuated liver injury (23). Clinically, RNA sequencing analysis of livers from healthy donors and patients with alcohol-associated hepatitis (AH) showed that *Dusp1* levels were significantly lower in patients with AH (24).

MKP1 is also a pivotal player in the control of innate immune response (25–27) and tissue inflammation (28). Inflammation plays a significant role in ALD (29). Gut-derived microbial products, pathogen-associated molecular patterns (PAMPs) and damage-associated molecular patterns (DAMPs) in ALD lead to the activation of the innate immune system via pattern recognition receptors (PRRs) (29). This leads to the release of various cytokines and chemokines, recruitment of neutrophils and monocytes to the liver, and tissue injury (29). Whole body *Mkp1* knockout mice have been extensively used in various models of infection and inflammation (30). However, dissecting tissue-specific roles for MKP1 is challenging due to its widespread expression in multiple organs and cells. Therefore, the use of cell type specific *Mkp1* knockout mice are necessary to understand the role of MKP1 in specific cellular responses. Hence, to identify the role of MKP1 in alcohol induced hepatocyte injury, we employed mice in which MKP1 is deleted only in hepatocytes. Our data demonstrate that alcohol-associated steatohepatitis is associated with significantly lower hepatic *Dusp1* mRNA levels. Deleting MKP1 in hepatocytes augments alcohol-induced liver injury in males and females. However, alcohol affects MKP1 expression differently in males and females, which might be a contributing factor to sexual dimorphism in susceptibility to ALD.

## Materials and methods

### Alcohol-associated steatohepatitis mouse model

Male C57Bl/6 mice were subjected to the ASH regimen, which consisted of feeding a solid Western diet high in cholesterol and saturated fat (HCFD) or regular chow *ad libitum* for two weeks. This initial acclimation period was followed by intragastric (ig) feeding of ethanol and a high-fat liquid diet (36%Cal corn oil) at 60% of their total caloric intake plus *ad libitum* intake of HCFD for the remaining 40% of calories. The ethanol dose was increased to 27 g/kg/day over an eight-week period, and pair-fed (PF) control mice were fed an isocaloric high-fat liquid diet. Additionally, mice were subjected weekly to an alcohol binge (5 g/kg) from the second week of ig feeding as described(31). After eight weeks of feeding, mice were euthanized between 10:30am to 1pm one day after the final binge. All experimental protocols were approved by the University of Southern California Institutional Animal Care and Use Committee.

### Chronic plus binge ALD model

Hepatocyte-specific *Mkp1* knockout mice were generated using a Cre-lox mechanism as described (32). Male and female hepatocyte-specific *Mkp1^-/-^* knockout (abbreviated as liver-specific knockout, LSKO) and their littermate control (*Mkp1^+/+^* “f/f”) mice were subjected to the chronic plus binge model (33). Mice were housed in a pathogen-free, temperature-controlled animal facility with 12 h light/12 h dark cycles. Mice were pair-fed the Lieber-DeCarli liquid diet containing either isocaloric maltose dextrin (PF) or 5% (w/v) ethanol (AF) *ad libitum* for ten 10 days. Food consumption was monitored daily. f/f and LSKO mice on alcohol diet consumed in average 8 ml/day. Pair-feeding was done by giving the same amount of control diet (8 ml) to mice in PF group. On day 11, mice on the alcohol-fed diet (AF) were given 31.5% (v/v) ethanol via oral gavage, while mice on the isocaloric maltose dextrin control diet (PF) were gavaged with water. Mice were euthanized 9 hours after gavage. There were 8-10 mice in each experimental group. Whole blood was collected, and plasma samples were stored at -80°C until processing. Tissues were snap-frozen and stored at -80°C before analysis. Additional tissues were fixed in 10% neutral-buffered formalin and cryo-preserved for immunohistochemical analysis. All experimental protocols were approved by the University of Louisville Institutional Animal Care and Use Committee in accordance with the National Institutes of Health Office of Laboratory Animal Welfare Guidelines.

### Isolation of mouse hepatocytes

Hepatocytes were isolated from male and female hepatocyte-specific *Mkp1* ^-/-^ knockout (LSKO) and their littermate control (“f/f”) mice by collagenase perfusion as described (34). Cells were plated in 6 well culture plates (cat# 92006, Midwest Scientific, Valley Park, MO) at 0.5x10^6^cells/well. After attachment, media was replaced with DMEM supplemented with 5% FBS and 1% P/S (cat# 15140-122, Gibco). Ethanol (50 mM) was added to ethanol-treated cells for indicated times.

### Cytokine measurement

Liver cytokines were measured using the MesoScale Discovery (MSD) platform. Total liver tissue samples were lysed with a buffer of 200 mM NaCl, 5 mM EDTA, 10 mM Tris, 10% glycerin, and protease/phosphatase inhibitors (cat#78445, ThermoFisher Scientific). The incubation of liver tissue lysates with the V-Plex MULTI-SPOT Assay System from MSD was carried out overnight at 4°C to increase sensitivity of the assay. Proinflammatory Panel 1 (mouse) and Cytokine Panel 1 (mouse) kits were used (MesoScaleDiscovery, Rockville, MD, cat # K15048D and K152245G, respectively). The plate was read with a MESO QuickPlex SQ 120 imager and analyzed using Discovery Workbench v4.0 software. The assay was performed according to the manufacturer’s instructions.

### Measurement of liver injury markers

Plasma alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were measured using colorimetric enzymatic assay kits (cat# MAK052 (ALT) and cat# MAK055 (AST), Millipore Sigma, St. Louis, MO), according to the manufacturer’s instructions.

### Plasma glucose measurement

Plasma glucose levels were measured using glucose colorimetric detection kit (Invitrogen, Carlsbad, CA; Cat# EIAGLUC). Plasma was diluted 20 times before measurement. Data are presented in mg/dL.

### RNA isolation and reverse transcription-qPCR analysis

Total RNA from mouse liver tissue and cells was isolated using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). RT-qPCR was performed as described previously (35, 36). Specific primers were purchased from Integrated DNA Technologies (IDT, Coralville, IA, USA). Primer sequences are presented in **Table 1**.

**Table 1:** Primers for quantitative RT-PCR.

Mouse *Atf-3*	Forward	5’-GCGCTGGAGTCAGTTACCGTCA-3’3’
	Reverse	5’-TTCTTCAGGGGCCGCCTCAGAC-3’3’
Mouse *Atf-4*	Forward	5’-AAGCCATGGCGCTCTTCACGA-3’3’
	Reverse	5’-AGTCCCCCGCCAACACTTCG-3’3’
Mouse *Chop*	Forward	5’-CCGGAACCTGAGGAGAGAGTGTT-3’
	Reverse	5’-AGCTGCCATGACTGCACGTGG-3’
Mouse *Gadd34*	Forward	5’-AGAGAAGCCAGAATCACCTTG-3’
	Reverse	5’-GAAGTGTACCTTCCGAGCTTT-3’
Mouse *Dusp1*	Forward	5’-GCTATTGACTTCATAGACTCC-3’
	Reverse	5’-TCTGCTTCACAAACTCAAAG3’
Mouse *Gadd45a*	Forward	5’-AGATCCATTTCACCCTCATC-3’
	Reverse	5’-ATTGTGATGAATGTGGGTTC-3’
Mouse *Gadd45b*	Forward	5’-CCTGGTCACGAACTGTCATAC-3’
	Reverse	5’-GGTTATTGCCTCTGCTCTCTT-3’
Mouse *Pparα*	Forward	5’-CATCGAGTGTCGAATATGTGG-3’
	Reverse	5’-CGAATAGTTCGCCGAAAGAA-3’
Mouse *Ppargc1α*	Forward	5’-ACAGCTTTCTGGGTGGATTG-3’
	Reverse	5’-CGCTAGCAAGTTTGCCTCAT-3’
Mouse *Spp1*	Forward	5’-GGATGACTTTAAGCAAGAAACTCT-3’
	Reverse	5’-ACAGAATCCTCGCTCTCTGC-3’
Mouse *Dusp6*	Forward	5’-ATGATGAGGTCTTCAGTCTC-3’
	Reverse	5’-CAAATACCCCTTGAGACAC-3’
Mouse *Pklr*	Forward	5’-GTGAAGAAGTTTGATGAGATCC-3’
	Reverse	5’-CAAGAAAACCTTCTCTGCTG-3’
Mouse *G6pc*	Forward	5’-CCTATAATAAAGCAGTTCCCTG-3’
	Reverse	5’-ATCCATACGTTGGCTTTTTC-3’
Mouse *Gys2*	Forward	5’-CCGTGGTAGTGTTTTTCATC-3’
	Reverse	5’-TCTTCCCAAACTTCTCCTTC-3’

### Western blot analysis

Liver tissue was lysed using RIPA buffer (50mM Tris HCl at pH 8, 150mM NaCl, 1mM EDTA, 1% NP40, 0.5% Na-deoxycholate, and 0.1% SDS) containing protease and phosphatase inhibitors (ThermoFisher Scientific). Proteins (25 µg of cell lysate and 50 µg of liver tissue lysate) were analyzed by SDS-polyacrylamide gel electrophoresis using a BioRad electrophoresis system (Hercules, CA, USA). Membranes were stripped using Restore™ PLUS Stripping Buffer (cat# 46430, Thermo Scientific, Rockford, IL, USA) and reprobed using another antibody. Immunoreactive bands were visualized using enhanced chemiluminescence light detection reagents (cat# WBLUF0500, Millipore, Burlington, MA, USA). Quantification was performed with Image Lab™ software (Bio-Rad, version 5.2.1). MKP1 antibody was purchased from Santa Cruz Biotechnology (sc-373841) and used at 1:500 dilution. CYP2E1 antibody was from Abcam (ab28146, dilution 1:2500). Antibodies to GAPDH (#5174), phospho-JNK (Thr183/Tyr185, #9251), JNK (#9252), CHOP (#5554), ATF3 (#18665), ATF4 (#11815), phospho-Akt (Ser473) and Akt (#9272) were purchased from Cell Signaling Technology.

### TUNEL staining

5 µm of paraffin sections were de-paraffinized in xylene and rehydrated in a series of ethanol and water, then PBS. Sections were then stained with Chemicon^®^ ApopTag^®^ Peroxidase *In Situ* Apoptosis Detection Kit (Sigma-Aldrich, Burlington, MA) until equal staining was achieved across samples. The sections were then dehydrated and mounted.

### RNA sequencing analysis

Total RNA was extracted from liver tissue by TRIzol and a NanoDrop 2000 spectrophotometer (ThermoFisher) was used to determine RNA concentration. mRNA was enriched with magnetic beads containing oligo(dT), and Fragmentation Buffer was added to the mRNA to cut fragments into short fragments. Then, short fragments were used as templates to synthesize the first cDNA strand with random hexamers. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second cDNA strand. After purification (QiaQuick PCR kit, cat # 28104), cDNAs were repaired and were added with base A, then were recovered with the target size fragments by agarose gel electrophoresis. PCR amplification was conducted to complete the entire library preparation. HiSeq2000 (Illumina) was used for the sequencing of the constructed library. Quality control was performed using FastQC (v.0.10.1) (37). Sequenced reads were of good quality, and no sequence trimming was necessary. The sequences were aligned to the mouse reference assembly (mm10) using the TopHat2 aligner (v.2.0.13) (38) with alignment rates above 97.5%. Gene read counts were generated using Cuffnorm (39) with FPKM normalization. Differential expression analysis was performed using Cuffdiff2 (v.2.2.1) (39).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism version 9 for Windows (GraphPad Software, Inc., La Jolla, CA). Data were analyzed, as appropriate, by the Student’s t-test (for two groups) or by two-way analysis of variance (ANOVA) with Bonferroni post-test analysis (for greater than two groups). Data points with a distance greater than two standard deviations from the mean were considered outliers and removed from the data set. Differences were considered statistically significant at p< 0.05.

## Results

### Hepatic *Mkp1* mRNA expression is significantly decreased in a mouse model of alcohol-associated steatohepatitis

Several murine models of alcohol exposure have been developed to mimic different stages of ALD to study its mechanisms (for review see (40)). Tsukamoto’s group developed intragastric chronic alcohol feeding model of ASH, which recapitulates several features of human ASH (steatosis, inflammation and pericellular fibrosis). Liver injury is more severe in this model, as indicated by high ALT levels with some mice reaching 500 U/L (31). In this model, a hybrid feeding involving 40% of total calories from solid chow, and the remaining intake in the form of an intragastric liquid diet was administered as shown in **Figure 1A**. As reported previously, this approach led to severe liver injury as demonstrated by high serum ALT levels, immune cell infiltration, and lipid accumulation in the liver (**Figures 1B, C**). Investigation of differential changes in gene expression through RNA sequencing analysis showed that alcohol-fed (AF) mice had significantly elevated levels of ER stress markers such as activating transcription factor 3 (ATF3) and 4 (ATF4), DNA damage-inducible transcript 3, also known as C/EBP homologous protein (CHOP), DNA damage-inducible alpha (GADD45a) and beta (GADD45b) compared to pair-fed counterparts (**Figure 1D**). 

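RNA sequencing was performed on whole liver tissue of 5 pair-fed (PF) and 7 alcohol-fed (AF) male mice of the ASH model, with 1 library per mouse. AF mice received ethanol up to 27 g/kg/day over 8 weeks, and a weekly binge of 5 g/kg that began in the second week. The authors extracted RNA with TRIzol, enriched mRNA with oligo(dT) beads and aligned the reads to the mouse assembly mm10 with TopHat2. They deposited the number of reads counted on each gene, without normalization, and the name of the deposited table points to HTSeq as the counting tool. Neither the gene annotation nor the strand setting of the counting is stated in the text, so the values of genes that overlap another gene are uncertain. The FPKM values of Cuffnorm and the Cuffdiff2 results behind the paper's heatmaps are not part of the table. Of its 54232 Ensembl genes, 54165 were named through GENCODE release M21, which uses the same assembly. Between 24129900 and 28594027 reads per PF mouse were counted on genes (median 26288205), and between 25099033 and 30578639 per AF mouse (median 28305290). Counts were scaled to a common library size as CPM with edgeR's TMM factors, which ranged from 0.832 to 0.901 in PF and from 0.880 to 1.36 in AF mice. Groups were compared with edgeR's quasi-likelihood test over the 14168 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. All adjusted p values given for single genes come from this test unless another is named.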

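Compared to PF livers, 3116 genes were higher and 2519 genes were lower in AF livers, 5635 in all. Among the alternatives that kept all libraries, limma-voom with sample quality weights moved this number most, to 7513. The balance of the directions depended on the scaling. On library totals without TMM factors, an alternative chosen after the data were seen, 6458 genes were higher and 938 were lower. All 6 ER stress markers of Fig. 1D were among the genes that were higher, and the count was also 6 when adjusted over the list alone. Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) rose from 3.11 ± 0.519 CPM (SD, n = 5) in PF to 55.0 ± 78.3 CPM (SD, n = 7) in AF livers, with a log2 fold change of 4.15 (standard error 0.784, edgeR adjusted p = 0.00155). AF replicate 1 alone had 231 CPM, and without it the log2 fold change of Atf3 was 3.05. Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) changed least, from 87.8 ± 16.4 CPM (SD, n = 5) to 121 ± 16.6 CPM (SD, n = 7), a log2 fold change of 0.46 (standard error 0.131, edgeR adjusted p = 0.0148). With an offset for GC content and gene length in each library, it fell short of the threshold (log2 fold change 0.29, edgeR adjusted p = 0.110, against a range of 0.00491 to 0.110 over all alternatives). Ddit3, the gene of CHOP (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288), had a log2 fold change of 2.46 (standard error 0.427, edgeR adjusted p = 9.38e-04). The annotation holds a second, overlapping gene of that name without any counts, and the genes Gm4189 and Mars lie on the opposite strand. Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) was at 4.49 ± 2.89 CPM (SD, n = 5) in PF and 22.3 ± 11.6 CPM (SD, n = 7) in AF livers, a log2 fold change of 2.31 (standard error 0.464, edgeR adjusted p = 0.00216). Gadd45b (ENSMUSG00000015312, chromosome 10, 80930073 to 80932204) was at 1.19 ± 0.707 CPM (SD, n = 5) in PF and 3.21 ± 1.05 CPM (SD, n = 7) in AF livers, a log2 fold change of 1.44 (standard error 0.352, edgeR adjusted p = 0.0066). Atf5 (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658), which the heatmap also shows, had a log2 fold change of 1.51 (standard error 0.205, edgeR adjusted p = 1.92e-04), and it overlaps Il4i1 and Nup62 on the opposite strand. Atf3, Atf5, Ddit3 and Gadd45a were higher in each of the 7 AF livers than in any PF liver, Gadd45b in 6 and Atf4 in 5 of them.

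**Figure D1:**
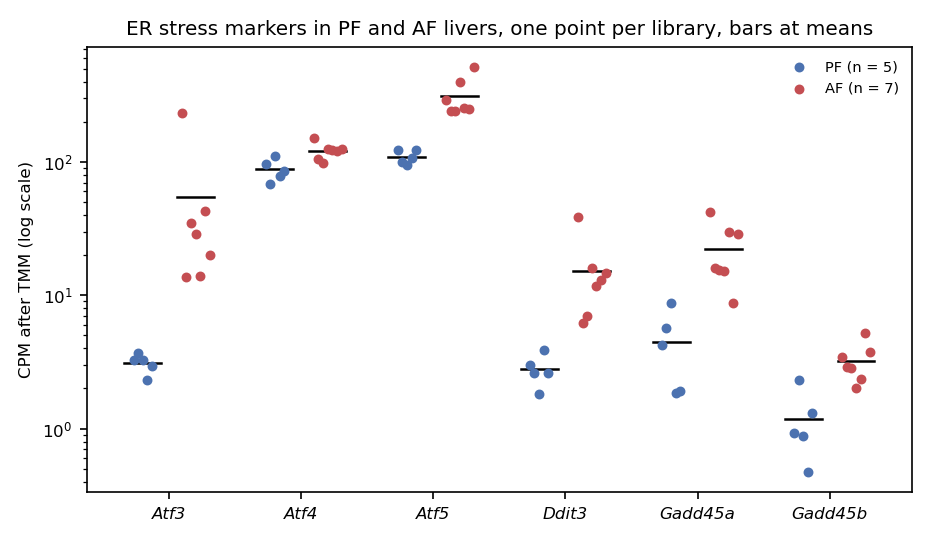
CPM after TMM normalization (log scale) of the 6 ER stress markers in 5 PF (blue) and 7 AF (red) livers, with a point per library and bars at the group means. Atf3 in AF replicate 1 lies at 231 CPM, and the means of Atf4 lie closest together, at 87.8 and 121 CPM.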

RNA sequencing analysis also showed that alcohol feeding resulted in significant changes in the expression of several dual specificity phosphatases (Dusps or Mkps) (**Figure 1E**). 

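The annotation names 24 genes as Dusp followed by a number, of which 17 had enough counts to be tested. Of these, 7 were higher and 1 was lower in AF livers, and the counts were 7 and 1 when adjusted over the list alone. The scaling of the libraries moved both counts. On library totals without TMM factors, an alternative chosen after the data were seen, 10 Dusp genes were higher and 1 was lower. With RLE normalization 7 were higher and 2 were lower. Dusp7 (ENSMUSG00000053716, chromosome 9, 106368632 to 106375724) was at 2.97 ± 0.275 CPM (SD, n = 5) in PF and 4.53 ± 0.647 CPM (SD, n = 7) in AF livers, a log2 fold change of 0.61 (standard error 0.139, edgeR adjusted p = 0.00453). With the offset for GC content and length its log2 fold change was 0.32 (edgeR adjusted p = 0.0717, the highest over its alternatives, the lowest being 3.95e-04). Dusp22 (ENSMUSG00000069255, chromosome 13, 30659999 to 30711231) was at 16.1 ± 1.09 CPM (SD, n = 5) in PF and 20.8 ± 1.69 CPM (SD, n = 7) in AF livers, a log2 fold change of 0.37 (standard error 0.0808, edgeR adjusted p = 0.00334). Both genes were higher in all 7 AF livers than in any PF liver. Dusp12, which overlaps Gm26620 and Gm9929 on the opposite strand, had a log2 fold change of -0.27 (standard error 0.110, edgeR adjusted p = 0.0649) and was the second lower gene with RLE normalization. The log2 fold changes of Dusp2, Dusp11, Dusp16, Dusp19, Dusp23 and Dusp28 lay between -0.08 and 0.30, with edgeR adjusted p of 0.286 or more. Dusp9, Dusp13, Dusp15, Dusp18, Dusp21, Dusp26 and Dusp27 had too few counts for the main filter and were not tested with it.

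**Figure D2:**
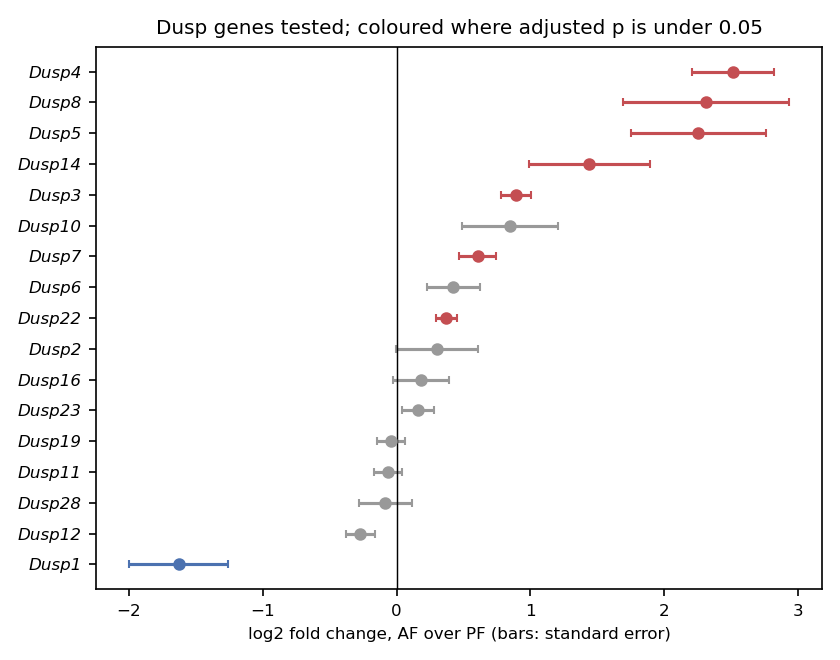
Log2 fold change of AF over PF livers for the 17 Dusp genes tested, with the standard error as bars, coloured where the adjusted p is under 0.05 (red higher, blue lower, grey neither). With TMM normalization 7 genes are higher and 1 is lower, against 7 and 2 with RLE normalization and 10 and 1 on library totals.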

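Dusp1, the gene of MKP1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128), was at 55.3 ± 39.2 CPM (SD, n = 5) in PF and 17.9 ± 6.07 CPM (SD, n = 7) in AF livers. Its log2 fold change was -1.63 (standard error 0.368, edgeR adjusted p = 0.00427). All 7 AF livers were below the lowest PF liver (exact two-sided permutation test on log2 CPM, p = 0.00126, the smallest p that the 792 splits of the mice allow). The annotated gene overlaps AC122252.1 and AC122252.4 on the same strand and Ergic1 and Gm8225 on the opposite strand, so some of its reads are uncertain. Dusp3 (ENSMUSG00000003518, chromosome 11, 101971143 to 101987013) was at 53.7 ± 6.29 CPM (SD, n = 5) in PF and 99.7 ± 14.4 CPM (SD, n = 7) in AF livers, a log2 fold change of 0.89 (standard error 0.115, edgeR adjusted p = 1.25e-04), and it overlaps Cfap97d1 and Gm20659 on the opposite strand. Dusp4 (ENSMUSG00000031530, chromosome 8, 34807297 to 34819894) rose from 1.17 ± 0.270 CPM (SD, n = 5) to 6.68 ± 3.12 CPM (SD, n = 7), a log2 fold change of 2.51 (standard error 0.308, edgeR adjusted p = 9.05e-05). Dusp5 (ENSMUSG00000034765, chromosome 19, 53529109 to 53542431), which overlaps AC137853.2 on the opposite strand, rose from 0.782 ± 0.241 CPM (SD, n = 5) to 3.73 ± 3.37 CPM (SD, n = 7), a log2 fold change of 2.26 (standard error 0.502, edgeR adjusted p = 0.0039) that became 1.67 without AF replicate 1. For Dusp8 (ENSMUSG00000037887, chromosome 7, 142079490 to 142095843), which overlaps Gm32786 on the opposite strand, 1.59 ± 0.930 CPM (SD, n = 5) in PF stood against 7.97 ± 8.21 CPM (SD, n = 7) in AF livers, a log2 fold change of 2.31 (standard error 0.619, edgeR adjusted p = 0.0104) that became 1.63 without AF replicate 1. With limma-voom the adjusted p of Dusp8 was 0.0514, the highest over its alternatives, the lowest being 1.97e-04. Dusp14 (ENSMUSG00000018648, chromosome 11, 84048041 to 84069261) was at 0.975 ± 0.336 CPM (SD, n = 5) in PF and 2.64 ± 1.7 CPM (SD, n = 7) in AF livers, a log2 fold change of 1.44 (standard error 0.451, edgeR adjusted p = 0.0226). Dusp14 fell short of the threshold with limma-voom (adjusted p = 0.0803, the highest over its alternatives, the lowest being 0.00386) and without PF replicate 2, 3 or 5 (edgeR adjusted p = 0.0562, 0.0524 and 0.055). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) was at 56.9 ± 18.6 CPM (SD, n = 5) in PF and 76.4 ± 14.0 CPM (SD, n = 7) in AF livers, and its log2 fold change of 0.43 was not past the threshold (standard error 0.199, edgeR adjusted p = 0.103). Dusp10 (ENSMUSG00000039384, chromosome 1, 184013302 to 184075636), which overlaps 1700056E22Rik on the opposite strand, had a log2 fold change of 0.85 that was not past it either (standard error 0.362, edgeR adjusted p = 0.0769), and without AF replicate 1 this was 0.44.

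**Figure D3:**
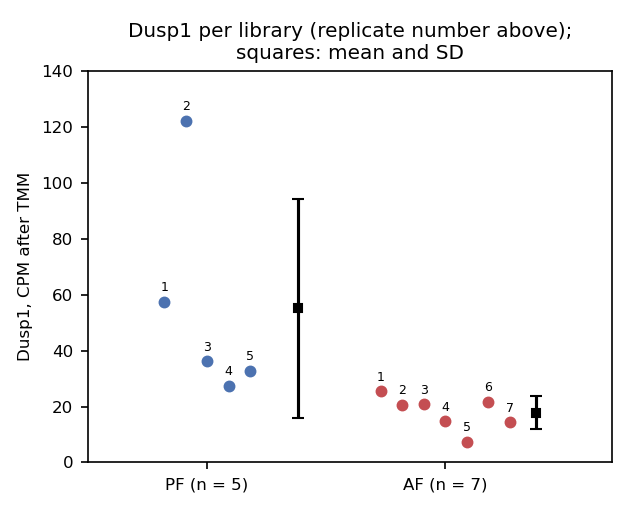
CPM after TMM normalization of Dusp1 in each of 5 PF (blue) and 7 AF (red) livers, labelled with the replicate number, with the mean and SD of each group as a black square and bar. PF replicate 2 lies highest at 122 CPM, and the AF livers lie between 7.38 and 25.5 CPM, below the lowest PF liver at 27.4 CPM.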

Notably, while *Dusp3*, *Dusp4, Dusp5*, *Dusp6*, *Dusp8*, *Dusp10*, *and Dusp14* were upregulated, only *Dusp1 (Mkp1)* was significantly downregulated, which was confirmed to be significantly decreased as shown by real time qPCR analysis (**Figure 1F**). This result shows that exposure to alcohol led to decreased liver expression of *Dusp1* mRNA levels and increased ER stress-associated genes.

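With each of the 12 libraries left out in turn, its log2 fold change stayed between -1.80 and -1.11, and the value closest to 0 came from the fit without PF replicate 2 (standard error 0.283), in which Dusp1 in AF livers was at 0.463 of the PF level. Over all 24 alternatives set before the data were examined, the p of Dusp1 lay between 7.88e-05 and 0.0121. From the sequencing data and the qPCR of Fig. 1F, the paper concludes that alcohol exposure lowered Dusp1 mRNA in the liver while genes linked to ER stress rose.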

**Figure 1:**
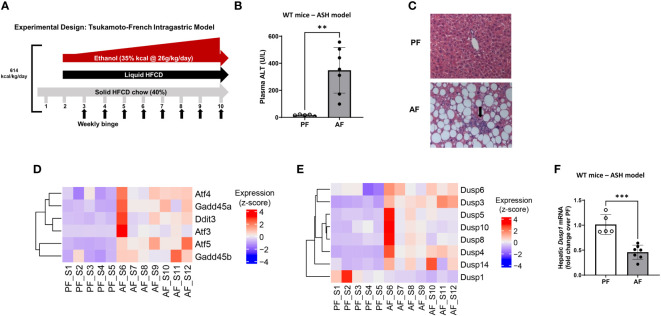
Intragastric chronic administration of ethanol and high caloric diet results in liver steatosis and altered expression of *Dusp* gene family. **(A)** Graphical overview of the murine alcohol-associated steatohepatitis (ASH) model. **(B)** Plasma ALT levels in pair-fed and alcohol-fed male C57Bl/6 mice in the ASH model. n=6 in PF, n=7 in AF groups, unpaired t-test, **P ≤ 0.01. **(C)** Hematoxylin-Eosin staining shows immune cell infiltration into the liver tissue of ASH mice (arrow) (10X magnification shown). **(D)** Heatmap showing increased ER stress in ASH mice, **(E)** Heatmap of significantly altered Dusps (MKPs). **(F)** Real-time qPCR analysis of total liver tissue from pair-fed (PF) and alcohol-fed (AF) mice showed downregulation of MKP1 (Dusp1) in alcohol-fed mice. Unpaired t-test, ***P ≤ 0.001.

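In a principal component analysis of log2 CPM, component 1 held 59.9% and component 2 held 9.87% of the variance. On component 1 the PF livers lay between -73.3 and -52.5, whereas the AF livers spread from -7.73 (AF replicate 6) to 83.9 (AF replicate 1). For Ddit3, Dusp4, Dusp8 and Dusp10, AF replicate 1 was also the highest AF liver, at 38.4, 13.4, 26.1 and 14.1 CPM. For Dusp1 it had the highest value of the AF livers as well.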

### Deletion of Mkp1 in hepatocytes augments alcohol-induced liver injury

To show a causal role of hepatocyte MKP1 in alcohol-induced liver injury, we subjected wild type (f/f) and hepatocyte-specific *Mkp1* knockout (LSKO) male and female mice to a NIAAA chronic plus binge model of ALD (**Figure 2A**). Alcohol feeding did not alter hepatic *Mkp1* mRNA levels in male f/f mice, while alcohol-fed female f/f mice showed significantly lower levels when compared to pair-fed counterparts (**Figure 2B**). To examine the direct effect of alcohol on hepatocyte MKP1, we isolated hepatocytes from male and female mice and treated them with 50 mM ethanol for 24 and 48 hours. mRNA and protein expression analyses of MKP1 showed that ethanol had a much more pronounced effect on female hepatocytes (**Figures 2C, D**). Hepatocytes from LSKO mice showed no expression of MKP1 protein as expected (**Figure 2D**).

**Figure 2:**
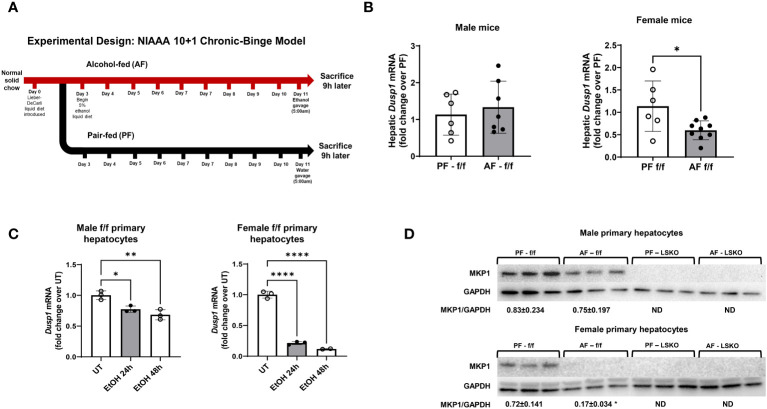
Females exhibited more significant Mkp1 downregulation than males in response to alcohol. **(A)** Chronic plus binge model of ALD, **(B)** Hepatic *Dusp1* (MKP1) mRNA in f/f/ male and female mice by RT-qPCR analysis. **(C)** *Dusp1* mRNA levels in male and female primary hepatocytes treated with 50 mM ethanol for 24 or 48 hours. **(D)** Representative image of Western Blot analysis of Mkp1 protein expression in male and female primary hepatocytes treated with 50 mM ethanol for 24 hours. Densitometric ratios to GAPDH (loading control) are shown. *P ≤ 0.05, **P ≤ 0.01, ****P ≤ 0.0001.

Alcohol feeding *in vivo* resulted in a modest increase in ALT levels in male f/f mice, while it led to a significantly higher levels of ALT in LSKO mice (**Figure 3A**). AST levels were also much higher in LSKO male mice (**Figure 3B**). In contrast, alcohol feeding of female f/f mice led to a significant increase in ALT levels, which was further elevated in LSKO mice (**Figure 3A**). AST levels were also increased in AF fed f/f and LSKO female mice, however there was no difference between the genotypes (**Figure 3B**).

**Figure 3:**
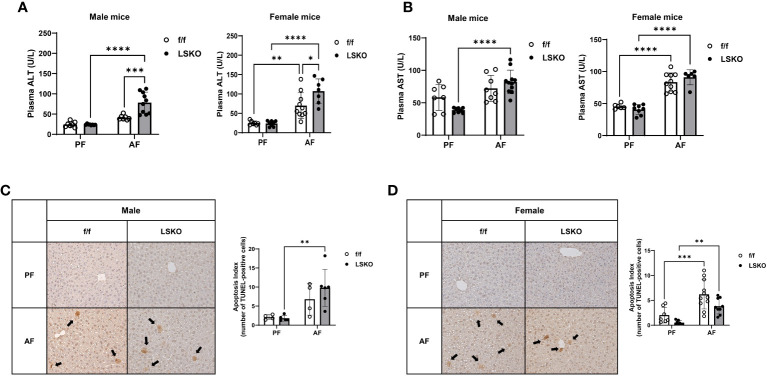
Deletion of Mkp1 in hepatocytes increases vulnerability to alcohol-induced liver injury. **(A)** Plasma ALT and **(B)** AST (U/L) from male and female mice showed increased liver injury in LSKO mice compared to their f/f counterparts in the chronic plus binge model. **(C, D)**. TUNEL staining of livers from male and female f/f and LSKO mice with quantification (20X magnification shown). Two-way ANOVA, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

To evaluate the degree of apoptosis in the livers, tissue samples were stained for terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) (**Figure 3C**). Five images were gathered randomly from each liver, and stained TUNEL-positive cells were counted (**Figure 3D**). A response similar to that of ALT levels was observed in apoptosis indices for each group, although there were some differences between male and female mice. Specifically, in LSKO-PF female mice, fewer apoptotic cells were found; nevertheless, alcohol increased apoptotic cell numbers similar to their f/f counterparts. Taken together, these observations show that Mkp1 deletion augmented alcohol induced liver injury in both males and females. However, alcohol had a more pronounced effect on liver injury and Mkp1 expression in f/f females, which suggests that alcohol mediated decrease in Mkp1 expression might be a contributing factor to their susceptibility to alcohol induced liver injury compared to males.

### Effect of sex and Mkp1 deletion on lipid metabolism in chronic plus binge model

Steatosis and altered lipid metabolism are hallmarks of ALD. To determine whether Mkp1 deletion influenced pathways involved in alcohol mediated lipid accumulation in the liver, we performed real time qPCR for genes involved in *de novo* lipogenesis, fatty acid synthase (*Fasn*) and acetyl-CoA carboxylase (*Acaca*). Alcohol-fed f/f male mice showed a modest increase in *Fasn* mRNA levels and no change in *Acaca* (**Figure 4A**). In LSKO mice, alcohol feeding had no effect on either *Acaca* or *Fasn*. Carnitine palmitoyl transferase I (*Cpt1a)*, which is essential for fatty acid β-oxidation, was significantly decreased in male f/f and LSKO mice following alcohol feeding (**Figure 4A**). Expression of peroxisome proliferator activated receptor alpha (Pparα), a critical transcription factor for Cpt1a, was also decreased in both genotypes (**Figure 4A**). Baseline mRNA levels of *Acaca* and *Fasn* were significantly higher in PF LSKO females in comparison to f/f (**Figure 4C**), suggesting that Mkp1 deletion increases lipogenesis in female mice. Alcohol feeding led to a modest increase of both *Acaca* and *Fasn* mRNA levels in f/f females but decreased their levels in LSKO females (**Figure 4C**). Both alcohol-fed f/f and LSKO female mice showed decreased levels of *Cpt1 and Pparα* when compared to PF mice. Examination of hematoxylin and eosin-stained slides showed similar lipid accumulation in alcohol fed male mice of both genotypes (**Figure 4B**). In comparison, alcohol fed f/f females had more steatosis when compared to male mice, however LSKO female mice tended to show less steatosis when compared to their alcohol fed f/f counterparts (**Figure 4D**). This observation is consistent with changes in mRNA levels of *Fasn* and *Acaca* (**Figure 4C**). Since CYP2E1-mediated alcohol metabolism plays a major role in alcohol induced liver steatosis and injury, we also examined whether sex and Mkp1 deletion modulate CYP2E1 protein levels. Our data show that CYP2E1 protein expression was significantly increased by alcohol feeding in both f/f males and females (**Figure 4E, F**). However, this increase was significantly higher in LSKO mice when compared to their PF controls. These results suggest that Mkp1 could play a role in ethanol metabolism.

**Figure 4:**
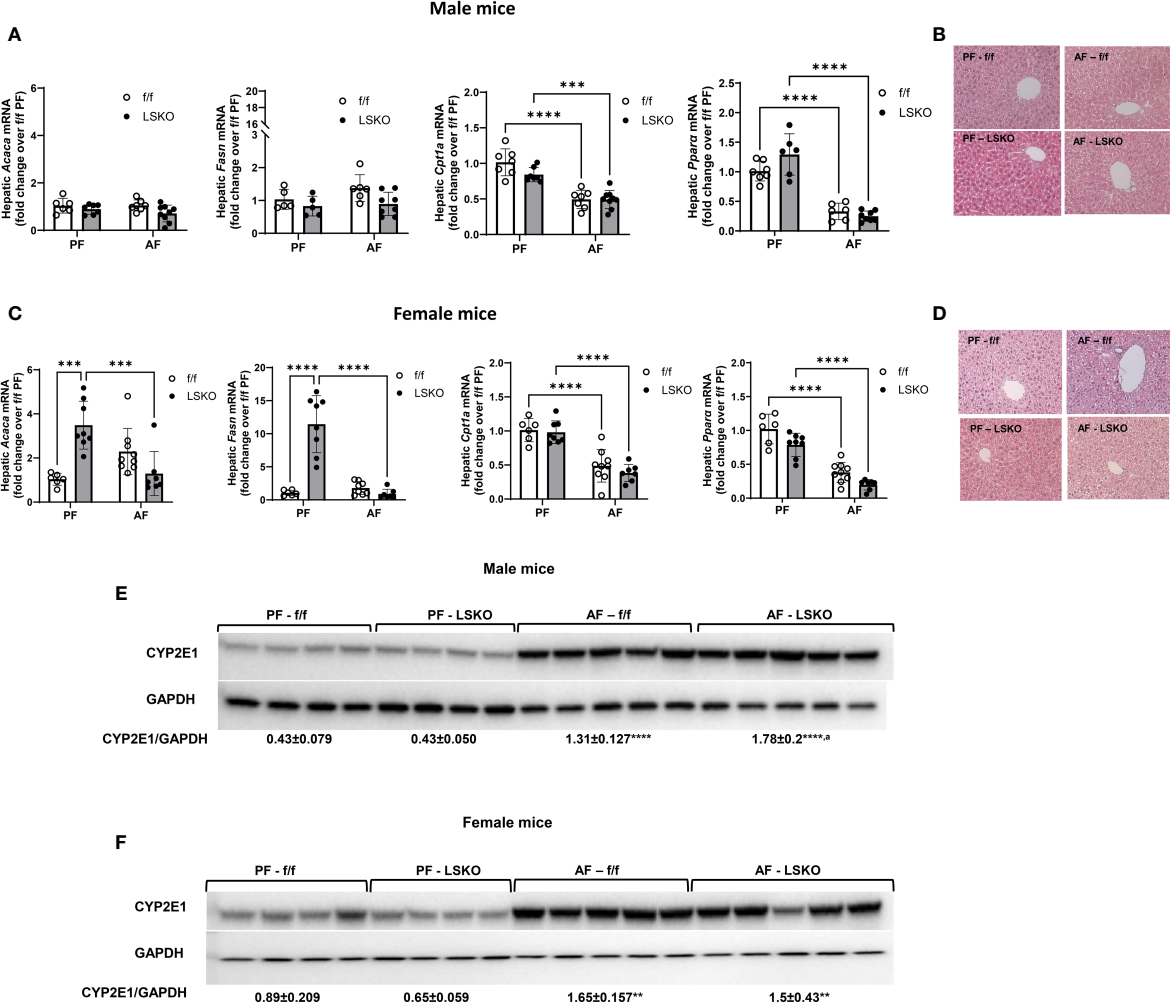
Effect of alcohol and Mkp1 deletion on lipid and ethanol metabolism in males and females. mRNA levels of hepatic acetyl CoA carboxylase 1 (*Acaca*), fatty acid synthase (*Fasn*), carnitine palmitoyltransferase 1A (*Cpt1a*) and peroxisome proliferator activated receptor alpha (*Ppara*) by RT-qPCR analysis in **(A)** males and **(C)** females. Representative images of hematoxylin-eosin staining of liver tissues in **(B)** male and **(D)** female mice. Protein levels of CYP2E1 in **(E)** males and **(F)** females in the chronic plus binge model. Two-way ANOVA **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 compared to their PF counterparts, ^a^P ^≤^ 0.01 compared to AF-f/f.

### Effect of sex and Mkp1 deletion on glucose metabolism

Recent studies have shown that chronic alcohol consumption is associated with dysregulated glucose metabolism and insulin resistance in the liver (41, 42). Hence, we examined whether Mkp1 deletion influenced glucose metabolism in male and female mice. Baseline plasma glucose levels were lower in PF LSKO male mice when compared to their f/f counterparts (**Figure 5A**). Alcohol feeding decreased glucose levels in male f/f mice but not in LSKO mice (**Figure 5A**). Baseline mRNA levels of Glycogen synthase (*Gys2*), Pyruvate kinase (*Pklr*), and Glucose-6-phosphatase catalytic subunit 1 (*G6pc1*) were not statistically different in f/f and LSKO mice (**Figure 5**). Alcohol did not change mRNA levels of *G6pc1*, but decreased *Gys2* in both f/f and LSKO mice (**Figures 5B, G**)*. Pklr* mRNA levels were significantly decreased only in f/f mice by alcohol feeding (**Figure 5C**). pAkt levels increased in alcohol fed male f/f and LSKO mice, however the levels were slightly higher in AF LSKO mice (**Figure 5E**). In females, alcohol feeding resulted in decreased plasma glucose levels in both f/f and LSKO mice, however in f/f mice it did not reach significance (**Figure 5F**). Baseline levels of *Pklr* mRNA were lower and *G6pc1* higher in LSKO females (**Figures 5G, H**). Alcohol had no effect on the expression of *G6pc1* in either genotype, but decreased *Gys2* levels in both f/f and LSKO females. *Pklr* levels were slightly increased in alcohol fed f/f but decreased in LSKO females (**Figures 5H**). pAkt levels did not increase with alcohol feeding in f/f females, while we saw higher pAkt levels in alcohol fed LSKO females suggesting that Mkp1 deletion influenced insulin sensitivity (**Figure 5J**). Overall, these observations indicate that hepatocyte *Mkp1* deletion influences glucose metabolism and insulin sensitivity in male and female mice differently.

**Figure 5:**
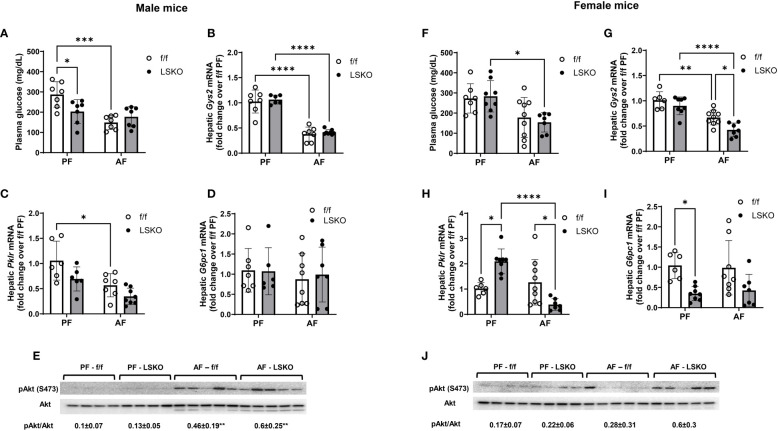
Effect of Mkp1 deletion on hepatic glucose metabolism. **(A)** Plasma glucose levels in male mice, RT-qPCR analysis of hepatic genes in males **(B)** Glycogen synthase (*Gys2*), **(C)** Pyruvate kinase (*Pklr*), **(D)** Glucose-6-phosphatase catalytic subunit 1 (*G6pc1*), **(E)** Western blot analysis of hepatic pAkt and Akt, **(F)** Plasma glucose levels in female mice, RT-qPCR analysis of hepatic genes in females **(G)** Glycogen synthase (*Gys2*), **(H)** Pyruvate kinase (*Pklr*), **(I)** Glucose-6-phosphatase catalytic subunit 1 (*G6pc1*), **(J)** Western blot analysis of hepatic pAkt and Akt. Two-way ANOVA **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

### Effect of Mkp1 deletion on alcohol induced ER stress

Endoplasmic reticulum stress is strongly associated with ALD and has been shown to contribute to alcohol-induced liver injury (43). To evaluate whether hepatocyte-specific Mkp1 deletion influenced ER stress, we examined the mRNA expression levels of genes associated with ER stress. Real-time qPCR analyses showed that alcohol feeding significantly increased mRNA levels of Chop and *Gadd45b* in f/f male mice. Levels of *Atf3*, *Atf4*, and *Gadd45a* also increased with alcohol exposed f/f males, though the changes did not reach a statistical significance (**Figure 5A**). Notably, Mkp1 deletion resulted in a statistically significant increase in the ER stress response to alcohol as evidenced by a significantly higher mRNA levels of *Atf3*, Atf4, *Gadd34*, *Gadd45a*, and *Gadd45b* in male LSKO mice (**Figure 6A**). In comparison, Mkp1 deletion led to additional increases in mRNA levels of *Atf4, Chop* and *Gadd45b* in alcohol fed LSKO female mice when compared to their f/f counterparts (**Figure 6C**). Western blot analyses of ER stress proteins ATF3, ATF4 and CHOP confirmed that hepatocyte Mkp1 deletion increased the ER stress response in both male and female mice (**Figures 6B, D**).

**Figure 6:**
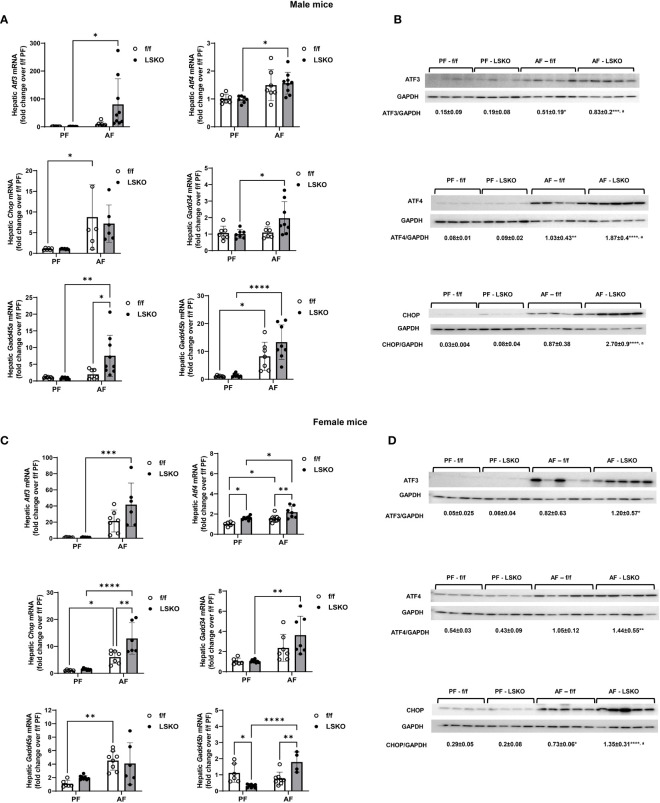
Increased ER stress in alcohol-fed hepatocyte-specific *Mkp1* knockout mice. **(A)** RT-qPCR analysis of genes associated with ER stress in total liver tissue from pair-fed and alcohol-fed male mice in the chronic plus binge model. **(B)** Western blot analysis of hepatic ATF3, ATF4 and CHOP proteins in males. **(C)** hepatic ER stress gene expression in females, **(D)** Western blot analysis of hepatic ATF3, ATF4 and CHOP proteins in females. Two-way ANOVA, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 compared to their PF counterparts, ^a^P ^≤^ 0.01 compared to AF-f/f.

### Hepatic levels of cytokines and chemokines

Hepatic levels of cytokines and chemokines were analyzed in all treatment groups by using MesoScale Discovery V-PLEX assays. No difference was found between sexes or genotypes in the expression of MCP-1 (Ccl2), IL-1β, IL-4, IL-5, IL-6, IL-10, and IL-12p70 (data not shown). Interestingly, male mice had lower baseline TNFα, IL17 and IL9 protein levels and higher levels of KC-GRO than those from females (**Figure 7**). Alcohol further decreased TNFα levels in males but increased them in female mice. This increase was much more pronounced in LSKO female mice (**Figure 7**). KC-GRO, IL-9, IL-15, IL27p28/IL-30, and IL-17 expression did not change among males of all genotypes and feeding groups. MIP-2, IL-9, IL-15, IL-17, and IL27p28/IL-30 levels were significantly increased with alcohol feeding in LSKO female mice. Expression of IL-33 was unchanged in male mice of all groups but was significantly decreased in female alcohol-fed mice of both genotypes compared to their pair-fed counterparts (**Figure 7**). Overall, we did not observe significant changes in inflammatory response to alcohol in male mice of either genotype in this model. However, there was a modest increase in the response of female mice, which was significantly enhanced by Mkp1 deletion.

**Figure 7:**
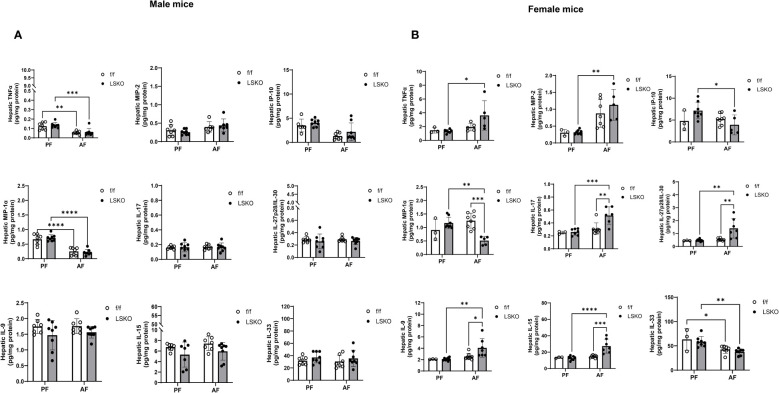
Hepatic levels of cytokines and chemokines. Analysis of cytokines in total liver lysates from **(A)** male and **(B)** female mice subjected to the chronic plus binge model of ALD. Protein levels in total liver lysate were analyzed via MSD Discovery Workbench Desktop Analysis Software. Statistical analysis via Two-way ANOVA, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 compared to their PF counterparts.

## Discussion

Alcohol-associated liver disease (ALD) a common chronic liver disease and is responsible for significant morbidity and mortality worldwide (44). ALD is a general term for a broad spectrum of alcohol-related liver pathologies. ALD pathogenesis begins with simple steatosis (fatty liver) and progresses to steatohepatitis, hepatic fibrosis, and cirrhosis (2, 5). Downregulation of Mkp1 has been observed to be involved in some cases of ALD (24), however, its role has not been fully investigated. The Tsukamoto-French intragastric alcohol feeding model induces a severe liver injury that closely resembles AH pathology in humans. Indeed, our transcriptomic data clearly show that *Dusp1* (gene name for Mkp1) mRNA expression was significantly downregulated in the livers of mice with ASH, similar to what was observed in ALD patients (24). 

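Behind this result in the ASH mice stand 6135 reads counted on Dusp1 over the 5 PF libraries and 3924 over the 7 AF libraries. The lowest AF value came from AF replicate 5. The paper's rule of removing data points more than 2 SD from the group mean cannot remove any of 5 PF values, whatever they are, and it removed no AF value of Dusp1. In these values mean log2 CPM was lower by 1.48 in AF livers (difference -1.48, exact two-sided permutation test, p = 0.00126). The data hold no human samples.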

Notably, prior studies by Cederbaum’s group suggested that decreased Mkp1 protein levels are responsible for sustained activation of JNK and CYP2E1-driven liver injury (22).

Our transcriptomic study of livers from mice in ASH study highlighted significant upregulation of most of the dual-specificity phosphatases, specifically dusp 3-6, 8 and 14. These Dusps are well-known as regulators of MAPK pathways, which influence numerous signaling pathways across cell types. They are mostly expressed in immune cells and have been reported to regulate inflammatory responses (30). 

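Across the alternatives that kept all libraries and TMM or another scaling factor, between 5 and 9 Dusp genes were higher in AF livers, and between 6 and 7 when a library was left out. Limma-voom gave the count of 5, without Dusp8 and Dusp14. The count of 9 came from testing every gene with at least 1 count in any library, which added Dusp13 and Dusp18. Dusp18 was also higher with the filter at a mean of 10 counts and without PF replicate 5. Dusp6 passed the threshold with limma-voom with sample quality weights (log2 fold change 0.56, adjusted p = 0.0486), and its p ranged up to 0.238 over the alternatives set before the data were examined.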

Dusp1 and its protein form, MKP1, are well-established as crucial regulators of the innate immune response and stimulate the synthesis of numerous proinflammatory factors, including cytokines, chemokines, and other inflammatory mediators (45). MKP1 also regulates the development of an appropriate adaptive immune response: MKP1-deficient innate immune cells also favored CD4+ T cell differentiation toward the Th17 lineage (46). Differential expression of MKP1 is known to influence outcomes in autoimmune diseases (47) and has also been identified as a potential therapeutic target in the management of metabolic disorders, central nervous system disease, cancer, and inflammatory diseases like asthma and sarcoidosis (48). Given the prevalence of MKP1 upregulation in other diseases, its downregulation in ALD hints that its normally protective role is eroded with chronic ethanol exposure. This downregulation aligns with the increased inflammation seen in ALD patients at all stages of disease progression.

After observing that significant downregulation of Mkp1 was associated with increased liver injury and ER stress in the Tsukamoto-French ASH model, we used hepatocyte-specific Mkp1 knockout mice to examine its role in alcohol induced liver injury by using the chronic plusbinge model. This model produces steatosis, liver injury, and ER stress as shown by our group and others (34, 49, 50). Alcohol feeding led a modest increase in liver injury as shown by ALT levels and TUNEL staining (apoptosis index) in f/f male mice, and f/f female mice experienced significant elevation of ALT levels and TUNEL positive cell numbers. We did not observe the same decrease in *Dusp1* mRNA levels in f/f male mice in comparison to ASH mice, possibly due to relatively milder liver injury. However, alcohol had a significant effect of liver *Dusp1* levels in f/f female mice. Notably, alcohol exposure of primary hepatocytes showed that while alcohol decreased Mkp1 mRNA and protein levels in hepatocytes from male mice, alcohol effect was much more pronounced in hepatocytes from female mice. These *in vivo* and *in vitro* observations demonstrate that females are more susceptible to the effects of alcohol exposure on Mkp1 levels. Moreover, these results also suggest that the susceptibility of female mice to alcohol induced injury is at least partially mediated by a differential effect of alcohol on Mkp1 in females. Indeed, we found that hepatocyte-specific deletion of Mkp1 led to increased liver injury in response to alcohol feeding in both female and male mice. This enhanced injury correlated with increased endoplasmic reticulum stress. However, Mkp1 deletion seemed to have more harmful effect on the liver of male mice than in females as demonstrated by higher increase in ALT levels.

Chronic alcohol effects in the liver are largely mediated by the alcohol-metabolizing enzyme, CYP2E1, levels which increase upon alcohol exposure. Our data show that, indeed, CYP2E1 levels increased in alcohol fed female and male mice in both genotypes. However, we did observe that LSKO male mice had a higher increase in CYP2E1 protein levels when compared to their f/f counterparts. We did not observe the same effect of Mkp1 deletion in female mice. This effect of Mkp1 deletion on CYP2E1 levels in male mice could explain the effect we saw on liver injury. Interestingly, Mkp1 deletion had no effect on lipid metabolism in PF or AF male mice. However, baseline levels of lipogenic genes *Acaca* and *Fasn* were significantly higher in female PF mice and were significantly decreased by alcohol feeding. Interestingly, we did not see any effect of Mkp1 on baseline and alcohol-mediated decrease in *Cpt1a* and *Pparα* expression in males and females. Mkp1 deletion also had a sex-dependent effect on baseline glucose levels. Specifically, glucose levels were lower in PF LSKO mice compared to their f/f counterparts. These results are consistent with previous observations that hepatocyte Mkp1 knockout mice have higher levels of insulin (32). Alcohol feeding has been recently shown to increase plasma levels of insulin in chronic plus binge model (51), which explains decreased glucose levels in AF f/f male mice in our study. As for insulin sensitivity, we did not see major changes in males as shown by similar levels of Akt activation. however, in females we did not see the same level of Akt activation in response to alcohol feeding in f/f females which was reflected on glucose levels. Mkp1 deletion seemed to improve insulin sensitivity in females as demonstrated by decreased glucose levels and activation of Akt. This could be due to the differences in baseline insulin levels in f/f and LSKO females, which was not examined in our study. Another intriguing finding of this study was a significantly higher levels of genes involved in lipogenesis (Acaca and Fasn) in LSKO female mice. This could be explained by higher baseline mRNA levels of pyruvate kinase (*Pklr*) in LSKO females. Importantly, *Pklr*, the liver isoform of pyruvate kinase (L-PK or Pklr) is the rate-limiting step in generation of pyruvate and ATP in the cytosol. Mechanistically, Pklr feeds the mitochondria with pyruvate which leads to formation of citrate, a building block for *de novo* lipogenesis through *Acaca* and *Fasn* Of note, recent studies identified Pklr as a novel regulator of liver steatosis (52, 53). Future studies are needed to better understand the mechanisms of sexual dimorphism in Mkp1 regulation of CYP2E1, lipogenesis and glucose metabolism.

The role of Mkp1 in ALD has been examined in a recent study by Li et al. (23). Specifically, the study showed that overexpression of Mkp1 protected mice from alcohol mediated mitochondrial damage, steatosis, inflammation, and injury. Moreover, Mkp1 overexpression prevented alcohol mediated increase in CYP2E1 activity/levels. These results further suggest that Mkp1 has a regulatory role in CYP2E1 expression in male mice. Notably, similar to our results in the ASH model, the authors observed decreased Mkp1 expression in the liver; however, the ALD model and mouse strain they used was different than ours. Specifically, they used the Lieber-deCarli alcohol feeding model for eight weeks in FVB/N mice. Moreover, Mkp1 was overexpressed in the whole body, which is another significant variation from our study. Additionally, they found that Mkp1 overexpression protected mice from alcohol induced downregulation of mitophagy by Mkp1 interaction with Cullin-1 to prevent its nuclear translocation. This aspect of Mkp1-regulation of mitophagy was not examined in our study. However, studies are ongoing to examine this possibility.

Previous studies have examined the dose-response relationship of alcohol and liver injury in females compared to males (54, 55). It is well-established that women are more vulnerable to liver injury with lower volumes of daily alcohol consumption (54, 55); this is reflected in lower daily recommended limits on alcohol consumption for women than men. The reasons behind this dimorphism are widely considered to be multifactorial, and yet, little is known about the organ- and cell-level differences between sexes in ALD. Oxidative stress, endotoxin, and chemokines are known players in the pathogenesis of alcohol-associated liver injury, but few studies have investigated whether they differ between the sexes. In a study using male and female rats, ethanol-fed female rats were found to have more severe liver injury as well as increased endotoxemia, lipid peroxidation, NF-kappa B activation, and upregulation of chemokines MCP-1 (CCL2) and MIP-2 (CXCL2) (56). Similar to our findings, when the NIAAA model of chronic-binge alcohol consumption was used, ethanol-fed female mice had increased ALT levels, MCP-1 mRNA levels, and increased markers of adipose tissue inflammation (57). Notably, these differences in response to ethanol are present even before sex differentiation *in utero* (58 *)*. In *in vitro* studies of mouse embryo cells, female cells were more sensitive to ethanol. Cells from female embryos produced 15% more ROS than male cells in response to ethanol exposure. Though no difference was found between male and female ADH expression, female cells expressed higher levels of CYP2E1 and responded to alcohol with higher increase in CYP2E1 (58). In our studies, both male and female f/f mice had significantly increased hepatic CYP2E1 protein expression with alcohol feeding, as expected. However, the absence of Mkp1 led to increased CYP2E1 protein expression in alcohol-fed males (3 vs 4-fold over PF counterparts). In contrast, alcohol increased the levels similarly in both f/f and LSKO female mice (1.8 vs. 2.3-fold over PF counterparts).

Females have a more robust inflammatory response than males; this is believed to be due to different hormone patterns [estrogens are immune stimulators, while testosterone is somewhat immunosuppressive (59)]. Recent interest in sex differences in ALD has provided a greater understanding of the role of this inflammatory difference in ALD. In one study comparing immunoregulatory cytokines and the impact of Th17 regulatory T-cells in male and female ALD patients, elevated levels of IL-6 and Treg cells were associated with increased severity of liver dysfunction, development of complications, and decreased 90-day survival. Within the study group, females with ALD had significantly greater levels of circulating IL-6 and Treg cells than males, suggesting that an immune difference influences females’ susceptibility to alcohol-associated liver injury (60). In our study, we did not find significant changes in inflammatory cytokines in f/f male and female mice with alcohol feeding; however, Mkp1 deletion increased several cytokine levels in alcohol fed female mice including IL-17. Specifically, cytokines released by macrophages and monocytes (MIP-2, TNFα, IL-9, IL-15, IL-27p28/IL-30) were significantly increased in alcohol fed LSKO female livers. Interestingly, the macrophage-secreted cytokine, IL-33, protein levels decreased with alcohol feeding regardless of Mkp1 expression, which is consistent with a previous report which found that IL-33 levels are decreased in ALD patient livers (61). Further studies are needed to determine whether the increases in proinflammatory mediators seen in female LSKO mice are due to changes in hepatocyte to immune cell crosstalk.

While the chronic plus binge model used in our study is widely used, the exact time point of “peak” inflammation in this model is difficult to track. Because the samples were collected nine hours after binge, data presented are limited to that time point and changes beyond that time point were not captured. Notably, a recent paper using this model did not find any increase in inflammatory cytokines in male mice (51), which is consistent with our previous and recent observations. However, observed elevation in pro-inflammatory cytokines, particularly in female LSKO mice in our study is reassuring. Additionally, the chronic plus binge model successfully recapitulates some, but not all, features observed in human clinical cases of ALD. Future studies are needed to examine the role of hepatocyte specific MKP1 downregulation in ALD progression using other models, particularly those that exhibit more advanced stages of ALD.

## Data availability statement

Liver tissue RNA Sequencing data are available in the NCBI Gene Expression Omnibus, accession number GSE250473. The data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250473.

## Ethics statement

The animal study was approved by University of Louisville Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MW: Data curation, Formal analysis, Investigation, Writing – original draft, Writing – review & editing. DM-D: Data curation, Investigation, Writing – review & editing. WR: Data curation, Investigation, Validation, Writing – review & editing. YW: Data curation, Investigation, Writing – review & editing. JZ: Data curation, Investigation, Writing – review & editing. JC: Data curation, Methodology, Visualization, Writing – review & editing. ER: Methodology, Visualization, Writing – review & editing. CM: Conceptualization, Funding acquisition, Project administration, Writing – review & editing. AB: Conceptualization, Methodology, Resources, Writing – review & editing. CJM: Funding acquisition, Resources, Writing – review & editing. SB: Conceptualization, Methodology, Resources, Supervision, Writing – review & editing. LG: Conceptualization, Funding acquisition, Investigation, Project administration, Supervision, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

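Whole liver RNA of 5 PF and 7 AF male mice of the intragastric ASH model was sequenced by the authors, with 1 library per mouse. The authors deposited raw counts per Ensembl gene for the 12 libraries. According to the paper's methods, mRNA was enriched with oligo(dT), read quality was examined with FastQC, no trimming was done, and reads were aligned to mm10 with TopHat2. The name of the deposited table gives HTSeq as the source of the counts. The text gives no version, annotation or strand setting for this step, and the labels name a stranded library kit. The Cuffnorm FPKM values and the Cuffdiff2 comparison that the methods describe are not in the table and were not used here, so the paper's own test could not be repeated. Each column was assigned to its mouse by the group and replicate number in its name.

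All columns of counts were used. Of 54232 gene IDs, 54165 were named by GENCODE release M21, and a symbol held by several IDs was kept for the ID with the most counts. Depth per library ranged from 24129900 to 30578639 reads on genes. A count of 0 allows up to 3 counts at a confidence of 95%. In the fit of all libraries, folds against a group at or under this floor are also given as lower bounds. For fits that left out a library, only fitted values are given. These limits cover counting error only, since the reads carry no molecular identifiers. The 10 genes with the most counts took 18.1 to 19.6% of the counts in PF and 15.7 to 20.0% in AF livers. The 31 pairs of libraries within groups were checked for repeated material, and the lowest ratio of the observed difference to counting noise was 21.2.

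Calculations were done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were normalized with TMM, filtered with filterByExpr by group (14168 genes left) and tested with edgeR's quasi-likelihood test of AF against PF without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was derived from the F statistic. CPM values are given as mean and SD over mice. For single genes, an exact two-sided permutation test of the difference in mean log2 CPM ran over all 792 splits of the libraries into 5 and 7, for which the smallest p is 0.00126. For gene lists, camera with an inter-gene correlation of 0.01 was used on log2 CPM (prior count 2), with fry and camera with an estimated correlation as alternatives. List means, correlations and covariates were computed on log2(CPM + 0.1).

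The genes named in the text were chosen by a rule set before the data were examined. It takes the genes the paper names for the ASH mice, all Dusp genes, the genes the paper measured in its other experiments, and the 5 largest changes in each direction among genes past the threshold with a mean log2 CPM of at least 3 and no overlap between the groups. It also takes the members of preset lists, of which 18 could be tested. These lists were ER stress markers, ER chaperone and ERAD genes, ATF4 targets, p53 targets, immediate early genes, glucocorticoid-induced genes, circadian clock genes, proliferation genes, and marker genes of hepatocytes, Kupffer cells, recruited macrophages, neutrophils, T cells, B cells, stellate cells and fibrosis, bile ducts, sinusoidal endothelium and red blood cells. A list of pancreas genes had too few counts to be tested. Lists of cholesterol synthesis genes, LXR targets, male-biased and female-biased liver genes, and pericentral and periportal hepatocyte genes were added after the largest changes had been seen.

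Alternatives set before the data were examined were DESeq2, RLE and upper-quartile normalization, limma-voom with and without sample quality weights, robust dispersion, filters at 1 count in any library and at a mean of 10 counts, thinning to the smallest library, an offset for GC content and gene length (known for 99.9% of the genes tested), the replicate number as a block, each library left out in turn, and the paper's rule on values beyond 2 SD. The p of that rule is an exact permutation p without adjustment. Library totals without TMM were added later. The group labels were also exchanged in 100 of the 792 splits, drawn with a fixed seed.

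The steps were tested on simulated data drawn from the means and library sizes of the real libraries. With 200 of 14001 genes changed, edgeR recovered 189 (94.5%) with 9 false calls, and DESeq2 recovered 193 with 44 false calls. Camera and fry each recovered 5 of 5 raised lists among 20 with 0 false calls. Genes were simulated independently of each other, so this does not show how the list tests behave on lists of correlated genes. The 200 changed genes were split evenly between raised and lowered, so scaling under a larger or uneven change was not tested. With a GC trend simulated over 13977 genes, 3736 false calls without the offset became 7 with it. The plasma, histology, qPCR, immunoassay, hepatocyte and chronic plus binge experiments have no sequencing data here and were left out.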

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

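The comparison between genes within AF replicate 1 is among the tests that were chosen only after the results they concern had been seen, and the lists named in this part were set before the data were examined. Of the 100 splits of the 12 libraries into 5 and 7 that were drawn from 792, only the real split, that is 1 split, gave as many as 5635 genes past the threshold, and the largest of the others gave 1 gene. With an offset for GC content and gene length 5571 genes were past the threshold, of which 4600 were among the 5635, so single calls depended on the offset. With all libraries thinned to the smallest, 5600 genes were past it, of which 5438 were among the 5635. Neither GC content, gene length nor depth accounts for the difference between the groups as a whole. The groups differ by ethanol, which the design names and which remains an untested explanation for each single change, and no sequencing batch is given in the labels.

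Single livers stood far from the others of their group for a number of genes. Dixon's limit assumes normally distributed values, which CPM need not be, genes can move together, and 10 of the 44 genes were chosen for large changes. The number given for chance is therefore nominal, and an excess over it is no evidence by itself. In 88 groups of values (44 genes in PF and AF livers), the highest or lowest liver was beyond Dixon's limit in 18, where chance nominally gives about 4.4. AF replicate 1 was the liver in question in 7 of them, with 231 CPM of Atf3, 38.4 CPM of Ddit3, 13.4 CPM of Dusp4, 11.2 CPM of Dusp5, 26.1 CPM of Dusp8, 14.1 CPM of Dusp10 and 21.1 CPM of Ppp1r15a. Without this liver the log2 fold change of Atf3 was 3.05, of Dusp5 1.67 and of Dusp8 1.63. Library totals, TMM factors, the share of the 10 largest genes and the share of albumin were tested the same way, and 0 of these 8 library measures were beyond the limit. One scaling factor moves all genes of a library alike, so it cannot raise some genes of this liver over others. The log2 excess of AF replicate 1 over the median of the other AF livers, taken relative to that of all tested genes, ran from -2.43 for Cyp2e1 to 3.26 for Atf3, and was below 0 in 11 of 34 genes, which are the 44 without the 10 largest changes. A factor common to all genes cancels in this relative measure, so these values describe differences between genes and do not test the scaling. No measure of injury is given per mouse, so no biological explanation was tested.

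The other livers beyond the limit were scattered. PF replicate 2 had 12604 CPM of Cyp2e1 and 144 CPM of Serpina4-ps1. PF replicate 1 had 265 CPM of Acaca and 2.02 CPM of Il15, PF replicate 5 had 441 CPM of G6pc and 0.679 CPM of Slc7a11, and PF replicate 3 had 0.0417 CPM of Vmn2r3, a single read. AF replicate 5 had 3008 CPM of Cyp2a4 and 93.5 CPM of Gm3776, AF replicate 7 had 183 CPM of Cyp2b13, and AF replicate 6 had 0.931 CPM of Serpina4-ps1. No explanation was tested for these.

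The paper does not discuss the genes with the largest changes. Those highest in AF over PF livers by log2 fold change were Cyp2a4 (10.97, edgeR adjusted p = 3.50e-05), Vmn2r3 (10.72, edgeR adjusted p = 0.00205), Cyp2b13 (8.93, edgeR adjusted p = 6.63e-05), Gm3776 (8.46, edgeR adjusted p = 2.73e-05) and Slc7a11 (8.13, edgeR adjusted p = 9.05e-05). For Vmn2r3 and Gm3776 all PF livers were at or under the floor. Their AF means are only known to be at least 151-fold and at least 221-fold higher, and their fitted values depend on the prior count. Vmn2r3 ran from 0.654 CPM in AF replicate 2 to 75.5 CPM in AF replicate 5, around a mean of 22.3 CPM. AF replicates 6 and 7 were at 0.819 and 1.62 CPM, so the bound of Vmn2r3 leans on the highest livers. Those lowest were Hsd3b5 (-11.60, edgeR adjusted p = 2.77e-08), Slco1a1 (-11.13, edgeR adjusted p = 3.51e-07), Serpina4-ps1 (-8.51, edgeR adjusted p = 4.95e-05), Tff3 (-7.51, edgeR adjusted p = 3.42e-07) and Chrna4 (-6.87, edgeR adjusted p = 3.68e-07). All 7 AF livers lay outside the range of the PF livers for each of these genes. Cyp2a4, Cyp2b13, Gm3776, Hsd3b5, Slco1a1 and Vmn2r3 belong to gene families and Serpina4-ps1 is a pseudogene, so reads shared with related genes were not excluded. Slc7a11, Slco1a1 and Cyp2b13 overlap other genes on the same strand, and Cyp2a4 and Hsd3b5 overlap genes on the opposite strand.

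Single libraries moved several of these values. Without PF replicate 2 the log2 fold change of Serpina4-ps1 was -7.40, and without AF replicate 6 it was -12.21. Without PF replicate 3, that of Vmn2r3 was 12.29 and that of Cyp2b13 was 9.79. Leaving out PF replicate 4 gave 11.59 for Cyp2a4, and leaving out PF replicate 5 gave 9.20 for Slc7a11. Without AF replicate 5 the values were 10.25 for Cyp2a4 and 9.98 for Vmn2r3, without AF replicate 7 the value for Cyp2b13 was 8.19, and without AF replicate 1 that of Tff3 was -8.29. Without AF replicate 6 they were -12.47 for Hsd3b5 and -12.11 for Slco1a1. In several of these fits a group lay at or under the floor, so the fitted values depend on the prior count and are not exact. This holds for Serpina4-ps1 and Hsd3b5 without AF replicate 6, Cyp2b13 without PF replicate 3 and Slc7a11 without PF replicate 5. It also holds for Vmn2r3 without PF replicate 3 or AF replicate 5. Vmn2r3 was not past the threshold with limma-voom (adjusted p = 0.0684, against 1.91e-10 at the lowest over its alternatives).

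Of the 18 preset lists, 7 were past the threshold by camera. These were the ER stress markers (camera adjusted p = 0.00154 with limma, all 6 genes higher) and 6 lists that the paper does not report on. The ER stress markers were taken from Fig. 1D, where the paper reports them as raised in this same experiment, so their passing is no independent support. The median log2 fold change was 1.43 for ATF4 targets (limma's camera, adjusted p = 0.00154, 8 of 15 genes higher), 1.05 for p53 targets (0.00557, 8 of 10 higher), -0.51 for hepatocyte genes (0.0242, 2 of 10 lower), 0.79 for Kupffer cell genes (0.0449, 6 of 7 higher), 1.66 for recruited macrophage genes (0.00154, 6 of 8 higher) and 2.13 for stellate cell and fibrosis genes (0.00154, 8 of 9 higher). In the fit of all libraries with TMM, all 7 held under fry, and 0 held with an estimated correlation. Under fry, the hepatocyte and the Kupffer cell genes fell short in several fits that left out a library and held in others. Their fry adjusted p was 0.0693 for both lists without PF replicate 1, and 0.0824 and 0.0813 without PF replicate 2. On library totals without TMM the hepatocyte genes were at 0.269 by fry. By camera, the Kupffer cell genes were the least stable of the 7 lists. Their camera adjusted p was 0.0528 with upper-quartile normalization and 0.0842 on library totals without TMM. It was 0.0617 without PF replicate 1, 0.0576 without PF replicate 2, 0.0515 without AF replicate 2 and 0.0520 without AF replicate 6. The p53 targets were at 0.0548 on library totals without TMM, an alternative chosen after seeing the data. The recruited macrophage genes are transcripts of cells that livers of PF mice also contain, with Lyz2 at 338 CPM in PF and 1015 CPM in AF livers. Slc7a11 and Ppp1r15a of the ATF4 list were also named for other reasons. A change in cell composition and a change within cells were not separated by these lists.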

How the results depend on the processing

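The direction and side of the threshold of Dusp1 were the same in all 24 alternatives set before the data were examined. Its log2 fold change was -1.63, with a range of -1.80 to -1.11 over the fits that left out a library and -1.76 to -1.18 over the others. All 6 ER stress markers were higher in every fit that left out a library, and 5 to 6 in the others, the 5 coming from the GC and length offset. The number of genes past the threshold ranged from 4642 to 6497 over the 12 fits that left out a library and from 5198 to 7513 over the other alternatives, against 5635.

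The number of Dusp genes lower in AF livers was 2 instead of 1 with DESeq2, with RLE normalization, with limma-voom with sample quality weights and with thinning to the smallest library, and from 1 to 2 across the fits that each left out a library (2 without AF replicate 2 or 5). Dusp12 was the second gene each time, and the cause was not tested. Over the same fits, 6 to 7 Dusp genes were higher.

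Of the preset lists, 12 were past the threshold when every gene with at least 1 count was tested, and 0 with camera's estimated correlation, against 7. The estimated correlations themselves were not examined, and the cause was tested for neither of these changes. From 6 to 8 lists were past it when a library was left out.

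On library totals without TMM, which was chosen after seeing the data, 6458 genes were higher and 938 were lower, so that 87.3% of the calls were higher against 55.3%. The median log2 fold change of all genes moved by 0.363 in this fit, and changes are to be read relative to it.

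Reversed directions occurred in genes near 0. Cpt1a (0.04) was at -0.071 with limma-voom with sample quality weights and at -0.054 with the GC and length offset, and ranged from -0.059 to 0.15 when a library was left out. Il1b (-0.01) was at 0.040 with upper-quartile normalization, at 0.086 with the GC and length offset and at 0.31 on library totals, and ranged from -0.21 to 0.32 when a library was left out. Ppp1r15a (0.22) was at -0.0039 under the paper's rule on values beyond 2 SD, and ranged from -0.011 to 0.31 when a library was left out. None of these was past the threshold, and the cause was not tested. Counting these, the alternatives that kept all libraries gave 8 weaker, 19 stronger and 6 reversed results, the fits that left out a library gave 11, 10 and 10, and library totals gave 1, 6 and 1.

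The replicate numbers do not pair the samples, since the correlations of the deviations of the PF and AF livers with the same number were 0.0033, -0.075, 0.117, 0.079 and 0.115. With the replicate number as a block, 6335 genes were past the threshold, 3395 higher and 2940 lower, of which 5093 were shared with the fit without it, and Cpt1a was at -0.13. AF replicates 6 and 7 have no PF library of the same number, so they did not inform the group difference in this fit. Its additional calls therefore cannot be put down to the pairing. Cyp2e1 (lower, edgeR adjusted p = 0.0023), Spp1 (2.05) and Cxcl1 (-1.98) passed the threshold with the block, as did the ER chaperone, biliary and proliferation lists.

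Depth limits what can be said of Dusp9, Dusp13, Dusp15, Dusp18, Dusp21, Dusp26 and Dusp27 and of Il17a, Il9, Il27, Il4, Il5, Il6, Il10, Il12a and Il12b, which had too few counts for the main filter. With every gene with at least 1 count tested, Dusp13 and Dusp18 were higher, and Dusp18 was also higher with the filter at a mean of 10 counts and without PF replicate 5. The list tests do not use DESeq2, limma-voom, robust dispersion or sample weights, which were run for genes only.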

Differences from the paper's values

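The paper lists Dusp6 and Dusp10 among the upregulated genes. In the counts, the log2 fold change of Dusp6 was 0.43 (edgeR adjusted p = 0.103) and that of Dusp10 was 0.85 (edgeR adjusted p = 0.0769). Limma-voom with sample quality weights, an alternative set before the data were examined, called Dusp6 (0.56, adjusted p = 0.0486), and no alternative set before the data were examined called Dusp10. On library totals without TMM, which was chosen after seeing the values, both were called, with 0.80 for Dusp6 (edgeR adjusted p = 0.0109) and 1.28 for Dusp10 (edgeR adjusted p = 0.0265). Without adjustment, the exact two-sided permutation p of Dusp10 was 0.0467.

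The paper's list of upregulated Dusp genes does not hold Dusp7 (0.61, edgeR adjusted p = 0.00453) and Dusp22 (0.37, edgeR adjusted p = 0.00334), which were past the threshold here. In its discussion the paper describes most dual-specificity phosphatases as upregulated, and here 7 of the 17 tested were higher. The paper names Dusp1 as the sole gene that was lower. Dusp12 (-0.27, edgeR adjusted p = 0.0649) was a second one with DESeq2, RLE normalization, limma-voom with sample quality weights, thinning to the smallest library, and without AF replicate 2 or 5.

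The paper's qPCR puts Dusp1 in AF livers at about 0.46 of the PF level in Fig. 1F, read by eye, against 0.323 in the sequencing counts. These are measures of different assays, and the gap is smaller than 1.5-fold. It exceeds 1.5-fold with the GC and length offset (0.296) and without PF replicate 3 (0.297), PF replicate 4 (0.286), PF replicate 5 (0.293) or AF replicate 1 (0.301), and without PF replicate 2 the counts give 0.463.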

Other observations

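The tests of Dusp1 with a list mean as covariate, of the ER chaperone genes, of female livers and of the hepatocyte genes against the cholesterol synthesis genes, the male-biased genes and Cyp2e1 were chosen only after related results had been seen, as was the comparison of the pericentral with the periportal mean, and the lists of cholesterol synthesis, LXR, sex-biased and zonal genes were chosen after the largest changes had been seen.

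Dusp1 was lower in AF livers. A single PF library does not account for it, since the log2 fold change was -1.11 without PF replicate 2 (standard error 0.283). PF replicates 1 and 2 were highest, at 57.5 and 122 CPM, against 27.4 to 36.3 CPM in the other PF livers and at most 25.5 CPM in AF livers. No fit left out both, so the size of the change rests in part on these 2 livers. A weaker immediate early response at tissue collection was weighed because Dusp1 is itself induced quickly. The immediate early genes as a list did not shift (limma's camera, adjusted p = 0.863), but their members went both ways, with Zfp36 (-1.77) and Fos (-1.63) lower and Ier3 (1.75) higher, so this decides nothing. Within the 7 AF livers Dusp1 followed their mean (rho = 1, exact permutation p = 3.97e-04, adjusted 0.00119; r = 0.83, exact permutation p = 0.0349, adjusted 0.105; r = 0.92 without the 2 livers farthest from the median), the strongest of 3 relations computed. With this mean as a covariate the log2 fold change of Dusp1 was -1.56 (standard error 0.243, edgeR adjusted p = 6.46e-04). This fit could hardly have come out otherwise, because the covariate was practically equal in both groups (-0.0063 in PF and 0.0045 in AF livers) and 0 genes followed it past the threshold. Differences in the immediate early response therefore cannot be told apart from an effect of alcohol on Dusp1, and livers were collected over a span of hours. Among PF livers, Fos, Fosb, Jun, Junb, Egr1, Ier2, Nr4a1 and Zfp36 were highest in replicates 1 and 2, as Dusp1 was. Ier3, Klf2 and Klf4 were not.

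Lower glucocorticoid signalling was also weighed. The glucocorticoid-induced genes were not past the threshold as a list (limma's camera, adjusted p = 0.143), with Tsc22d3 (-1.31), Errfi1 (-1.14) and Tat (-1.10) lower and Sgk1 (2.03) higher, and cannot be told apart from an effect of alcohol by this test because the members went both ways. On library totals without TMM the list was lower (camera adjusted p = 0.0143). With their mean as a covariate, which differed between the groups (0.311 in PF and -0.222 in AF livers), the log2 fold change of Dusp1 was -1.17 (standard error 0.372, edgeR adjusted p = 0.0297). Only 6 genes followed this covariate past the threshold and its members went both ways, so it may measure the response poorly. The change of Dusp1 left after it therefore does not decide whether liver-to-liver differences in this response were the whole cause. A share of the change may go with them. Within AF livers the relation was weaker (rho = 0.68, exact permutation p = 0.110, adjusted 0.164; r = 0.46, exact permutation p = 0.2996, adjusted 0.346; r = 0.10 without the 2 livers farthest from the median).

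The ER stress markers were higher in AF livers. With any 1 AF library left out, at least 6 of the 6 markers stayed higher, which argues against a single AF library. The ER chaperone and ERAD genes had a median log2 fold change of -0.18 (limma's camera, adjusted p = 0.0657, 0 of 15 higher and 2 lower), which argues against a full unfolded protein response. Together with the ATF4 targets this is in line with a stress response that runs through ATF4 without the chaperones, as a hypothesis found on these data.

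The Dusp genes that were higher could come from more immune cells in the tissue. Across the 7 AF livers their mean had a rho of 0.5 with the recruited macrophage genes (exact permutation p = 0.267, adjusted 0.267; r = 0.42, exact permutation p = 0.346, adjusted 0.346; r = 0.30 without the 2 livers farthest from the median). With 7 livers this neither shows nor excludes the relation, and immune cells cannot be told apart from a change within liver cells.

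Cholesterol synthesis genes were lower in AF livers, with a median log2 fold change of -2.88 (limma's camera, adjusted p = 3.06e-23; fry 1.55e-09; estimated correlation 0.0114) and 18 of 19 genes lower. This median was lower than that of the hepatocyte genes (difference -2.36; -2.32 between the list means per library, exact two-sided permutation p = 0.00126), which argues against a general loss of hepatocyte transcripts as the whole cause. Cholesterol accumulation may lower these genes, but the LXR targets did not shift as a list (limma's camera, adjusted p = 0.319), with Abcg1 higher (edgeR adjusted p = 0.00174) and Srebf1 lower (edgeR adjusted p = 0.00339), so cholesterol accumulation cannot be told apart from other causes by these members. The methods do not state clearly whether PF mice ate the cholesterol-rich solid diet during the 8 weeks, so a difference in diet remains open and untested.

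Sex-biased genes changed in AF livers. Male-biased liver genes had a median log2 fold change of -2.28 (limma's camera, adjusted p = 5.91e-11; fry 1.04e-04; estimated correlation 0.161), with 16 of 20 lower. Female-biased genes had a median of 1.16 (limma's camera, adjusted p = 0.0335; fry 0.0210; estimated correlation 0.556), with 7 of the 12 tested higher and 21 in the list. Female livers among the AF libraries are excluded by the Y-linked genes, with at least 40.8 CPM of Ddx3y in every AF liver and Xist at 0.106 CPM at most. Because only 12 of the 21 female-biased genes had enough counts, and a gene that is silent in PF livers enters the test only if it rises, the median of 1.16 is biased upward. The median of the male-biased genes was below that of the hepatocyte genes by more than 1 log2 unit (difference -1.77; -2.47 between the list means per library, exact two-sided permutation p = 0.00253), which argues against a general loss of hepatocyte transcripts as the whole cause. A loss of the male pattern of hepatic gene expression cannot be told apart from other changes in hepatocytes, since the female-biased list does not decide it. Its camera adjusted p ranged from 0.0086 to 0.129 when a library was left out (0.0634 without AF replicate 1, 0.0631 without AF replicate 3 and 0.129 without AF replicate 7), was 0.278 on library totals without TMM, and did not hold with an estimated correlation. Of the Y-linked genes, Ddx3y (-0.67, edgeR adjusted p = 8.43e-04), Eif2s3y (-0.56, edgeR adjusted p = 7.78e-04) and Kdm5d (-0.42, edgeR adjusted p = 0.00492) were lower in AF livers and Uty (-0.11, edgeR adjusted p = 0.509) was not past the threshold, for which no explanation was tested.

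Cyp2e1 was low in some AF livers, at 472, 1074, 1119 and 1086 CPM in AF replicates 1, 3, 4 and 5 and at 5800, 6577 and 7236 CPM in AF replicates 2, 6 and 7, against 9182 to 12604 CPM in PF livers (log2 fold change -1.62, edgeR adjusted p = 0.0500, just short of the threshold). It stayed short of the threshold in 13 of the 24 alternatives set before the data were examined and passed it in the others, among them DESeq2, RLE normalization, both limma-voom fits, and the fits without AF replicate 2, 6 or 7, with p from 0.00197 to 0.0941 over all. Pericentral genes were lower as a list (median log2 fold change -0.65, limma's camera, adjusted p = 0.0272; fry 0.102), and periportal genes were not (median -0.42, limma's camera, adjusted p = 0.190). This contrast depended on the setting. On library totals without TMM both lists were past the threshold by camera (adjusted p = 8.56e-05 for pericentral and 0.0380 for periportal genes), and with an estimated correlation neither was (adjusted p = 0.563 for both). The difference between the lists was not past the threshold (exact two-sided permutation p = 0.188 for the pericentral minus the periportal mean), and a loss of the pericentral programme cannot be told apart from other causes with these lists. In AF replicates 1, 3, 4 and 5 Cyp2e1 had fallen further than the median of the hepatocyte genes and that of the periportal genes, by at least 2.29 log2 units (SD of this distance in PF livers at most 0.132). A loss of hepatocytes of both zones alike is therefore unlikely to be the whole cause.

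Other preset lists were not past the threshold by limma's camera. Their camera adjusted p was 0.0657 for circadian clock genes (median log2 fold change -0.96, fry 4.17e-04), 0.632 for neutrophil genes (-0.51, fry 0.774), 0.247 for T cell genes (-0.35, fry 0.0822), 0.0657 for B cell genes (-0.97, fry 0.0317), 0.0657 for biliary and ductular genes (2.36, fry 0.0377), 0.376 for sinusoidal endothelial genes (0.21, fry 0.211), 0.0626 for proliferation genes (1.56, fry 0.0777) and 0.632 for red blood cell genes (0.84, fry 0.607). Circadian clock, B cell, biliary and proliferation genes passed camera when every gene with at least 1 count was tested, as did the ER chaperone genes (lower). The circadian clock and B cell genes also passed on library totals without TMM. Proliferation genes passed with the GC and length offset (0.0476) and without PF replicate 1 (0.0229), AF replicate 6 (0.0226) or AF replicate 7 (0.0155). The ER chaperone genes also passed, as lower, without PF replicate 1 or AF replicate 6.

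Of the genes the paper measured in its chronic plus binge mice, whose conditions differ from those of the ASH mice, Fasn (-2.65), Acaca (-0.88), Ppara (-1.34), Ppargc1a (-1.89), Pklr (-1.43) and Gys2 (-0.76) were lower in AF livers of the ASH model by edgeR. Gys2 was near the threshold (edgeR adjusted p = 0.0459) and passed it in 13 of 24 alternatives set before the data were examined. The paper measured the cytokines and chemokines as liver protein, whereas these values are of RNA. Tnf (2.19) and Cxcl2 (1.92) were higher, both at low levels (mean 0.379 CPM in PF and 1.74 CPM in AF livers for Tnf, 0.334 and 1.26 CPM for Cxcl2). Cpt1a (0.04), G6pc (-0.55), Ppp1r15a (0.22), Il1b (-0.01), Cxcl1 (-1.09), Il15 (0.26), Il33 (0.37), Spp1 (1.68, edgeR adjusted p = 0.0635) and Ccl2 (0.60, edgeR adjusted p = 0.0516) were not past the threshold. Of the same 24 alternatives, this side of the threshold held in 17 for Ccl2, 19 for Spp1, 21 for Cxcl1, and 23 for G6pc and for Il15. Cpt1a, Ppp1r15a, Il1b and Il33 passed it in none of the 24. On library totals without TMM, chosen after seeing the data, Il33 (0.76, edgeR adjusted p = 0.0304) passed it. So did Spp1 (edgeR adjusted p = 0.0255) and Ccl2 (edgeR adjusted p = 0.00608) in that fit, while Gys2 did not (edgeR adjusted p = 0.0899).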
